A study of Saccharomyces cerevisiae with 24 samples. Its data were reported in "Global early replication disrupts gene expression and chromatin conformation in a single cell cycle" (2022).

How the data were processed

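Replication timing was measured in budding yeast (Saccharomyces cerevisiae) by sequencing the whole genome of synchronised cultures, an approach often called sync-seq. Alpha factor, a mating pheromone, arrested the cells in G1. Galactose then switched on the over-expression, and samples were taken after release into S-phase. The 24 samples came from 2 strains, sml1Δ and sml1Δ SSDDCS, each with 1 G1 sample and 1 sample at each of 11 time points (5, 10, 15, 20, 25, 30, 35, 40, 45, 50 and 60 min). Strain and time were taken from the sample titles. Each strain and time point had 1 library, so there are no replicates and no p-values are given.

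The authors mapped the reads with Bowtie2 to the S288C reference genome and counted uniquely mapped reads in 1-kb bins. Each of the 22 deposited tables holds, per bin, the ratio of reads at one time point to reads in the G1 sample of the same strain. The G1 samples entered through that ratio and have no table of their own here. Before deposition the authors multiplied the ratio by a bulk factor, a number between 1 and 2 that is the genome's mean copy number at that time point as read from flow cytometry. The deposited bulk factor is also a ratio, and it was the same for every bin of a table. The mean ratio of a table differed from its factor by at most 0.00403. The height of a whole table therefore came from flow cytometry, and the sequencing reads set only the differences between bins.

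The tables held no read counts, so the depth of each library is unknown and no interval that needs it is given. As a measure of precision in its place, the noise of each library was estimated from the differences between neighbouring bins, as a robust SD relative to the mean. It lay between 3.86% and 5.34% in the sml1Δ libraries and between 4.89% and 5.68% in the SSDDCS libraries. The noise of one bin was correlated between the time points of a strain, with a median coefficient of 0.411 in sml1Δ and 0.528 in SSDDCS. All time points of a strain share 1 G1 library as denominator.

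The tables held between 11310 and 11322 bins each, on 16 nuclear chromosomes, and 11328 bins in all. Origins, centromeres and genes were taken from the RefSeq annotation of the R64 assembly. The authors used an earlier annotation release of the same assembly, chromosome names matched, and all bins lay inside the reference chromosomes. Coordinates are 1-based on R64.

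The median replication time (Trep) of each bin was estimated in each strain by fitting a sigmoid that rises from 1 to 2 copies by least squares, and is the time at which the fitted ratio is 1.5. Bins were kept when they had a ratio at 9 or more time points in both strains, a Trep between 5 and 60 min and a standard error (SE) of the fit of at most 5 min in both strains. This left 11302 bins and removed 26. The Trep difference is always SSDDCS minus sml1Δ, so a negative difference means earlier replication in SSDDCS. Intervals of 95% on medians, slopes and ranges came from 2000 resamplings of the 16 chromosomes, and intervals on shares of bins are Wilson intervals. Wilson intervals treat bins as independent, which neighbouring bins are not.

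Profiles were smoothed with a moving average over 9 bins. An annotated origin was represented by the bin that holds its midpoint, and origins were divided into quintiles by Trep in sml1Δ. Bins within 50 kb of a chromosome end were called telomere-proximal. Centromeres and telomere-proximal bins were compared with 10000 random sets of other bins with matched Trep in sml1Δ. Regions later in SSDDCS were runs of 5 or more bins whose smoothed Trep was later by at least 1 min. The Trep gradient was the slope of Trep on distance over 0 to 15 kb around origins within 3 kb of a local minimum of the smoothed profile. Loci named in the text followed a rule fixed before the data were examined: the annotated origins and the centromere of chromosome VIII, the genes IME2, NDT80 and THI12, the 5 origins with the most negative difference and a fit SE of at most 2 min in both strains, and the 5 longest regions later in SSDDCS. The 6 genes whose products are over-expressed, and the bin in the ribosomal DNA, were added after that.

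The fits were tested on simulated data made from one smoothed profile with the noise of each strain, its G1 part included. Of 200 bins moved earlier by 5 min, 85.5% were called earlier beyond the 95% limits of the fit SE, and the median shift recovered was -4.91 min. Of 11079 bins that were not moved, 26.9% fell outside those limits. When the same amount of noise was independent between time points, with no shared G1 part, 4.26% of 11279 unmoved bins did. The SE of a fit does not hold the noise of the shared G1 library. For this reason a second error was used, the robust SD of the Trep difference between neighbouring bins, which was 2.46 min in the real data. With no change between strains the simulation gave a slope of the difference on control Trep of -0.122.

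Alternatives covered the shape of the fit, its filters, the bulk scaling, GC content, the noise of the G1 library, smoothing, distances, and each time point left out in turn. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.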

Results

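The data are copy number profiles of 2 yeast strains passing through a single S-phase. Both strains lack SML1, which encodes an inhibitor of ribonucleotide reductase, the enzyme that makes the building blocks of DNA. The SSDDCS strain also over-expresses 6 replication initiation factors in galactose: Sld2, Sld3, Dpb11, Dbf4, Cdc45 and Sld7. The comparison between strains asks how an excess of these factors changes the time at which each part of the genome is replicated, and sml1Δ is the control. Each strain had 11 time points with 1 library each. With no replicates, every difference is a description of these 2 time courses, and its error is the error of the fits or the variation between chromosomes.

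The copy number of the genome rose earlier in SSDDCS. The median ratio over bins was 1.02 in sml1Δ and 1.11 in SSDDCS at 10 min, 1.14 and 1.27 at 15 min, and 1.35 and 1.502 at 20 min. The strains had nearly the same median ratio at 35 min, with 1.89 in sml1Δ and 1.88 in SSDDCS. From 40 min on SSDDCS lay slightly lower, at 1.93 against 1.94 at 40 min, and the medians ended at 1.992 in SSDDCS and 1.995 in sml1Δ at 60 min. A sigmoid through the medians passed 1.5 copies at 23.3 ± 0.297 min (SE of the fit) in sml1Δ and at 20.8 ± 0.414 min in SSDDCS. The difference was -2.54 min, with a 95% interval from -3.54 to -1.54 min that came from the SE of these fits alone. The medians lay close to the bulk factors, which the paper took from a program named fitSigmoid. The interval therefore holds no error of the flow cytometry or of the cultures. These levels rest on the bulk factors. With the sml1Δ factors applied to both strains the difference was -0.296 min.

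**Figure D1:**
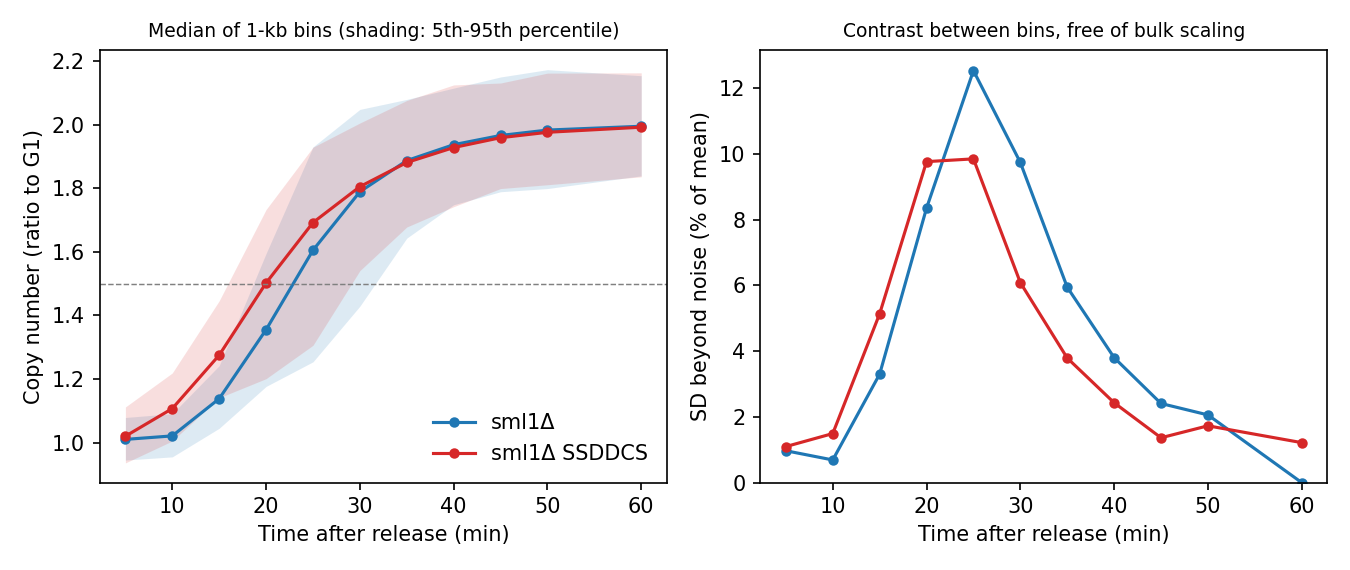
Left, median copy number of 1-kb bins relative to G1 against time after release in min, for sml1Δ (blue) and SSDDCS (red), with shading from the 5th to the 95th percentile of bins and a dashed line at 1.5 copies. Right, SD between bins after removal of noise, in % of the mean, which does not depend on the bulk factors (drawn at 0 where noise accounts for all of it); it was highest at 25 min in both strains, at 12.5% in sml1Δ and 9.85% in SSDDCS.

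The contrast between bins does not depend on the bulk factors, because they scale all bins alike. After subtraction of the noise between neighbouring bins, the SD between bins at 15 min was 3.30% of the mean in sml1Δ and 5.14% in SSDDCS. At 30 min it was 9.74% in sml1Δ and 6.08% in SSDDCS. The mean time of this contrast, weighted by its variance, was 27.1 min in sml1Δ and 24.4 min in SSDDCS. This measure was chosen after the data were examined.

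Trep was estimated in 11302 bins, which cover 93.6% of the nuclear genome. The median SE of a fit was 0.827 min in sml1Δ and 1.01 min in SSDDCS. The median Trep was 23.5 min in sml1Δ (95% interval 23.0 to 24) and 20.9 min in SSDDCS (20.6 to 21.2). The median difference per bin was -2.38 min, with an interval from -2.76 to -2.01 min, and the median was negative on all 16 chromosomes. It ranged from -1.30 min on chromosome V to -3.80 min on chromosome XIV. The alternative that moved the median difference most, apart from centring each strain on its own median, was again the use of the sml1Δ bulk factors in both strains, which gave -0.206 min.

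Most bins replicated earlier in SSDDCS. Of the 11302 bins, 8655 had an earlier Trep, a share of 76.6% (95% Wilson interval 75.8 to 77.4%). By the SE of the fits, 47.6% of bins were earlier beyond the 95% limits and 5.62% were later. By the larger error taken from neighbouring bins, 23.9% were earlier beyond the 95% limits and 1.955% were later. The 25th and 75th percentiles of the difference were -4.71 and -0.156 min.

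**Figure D2:**
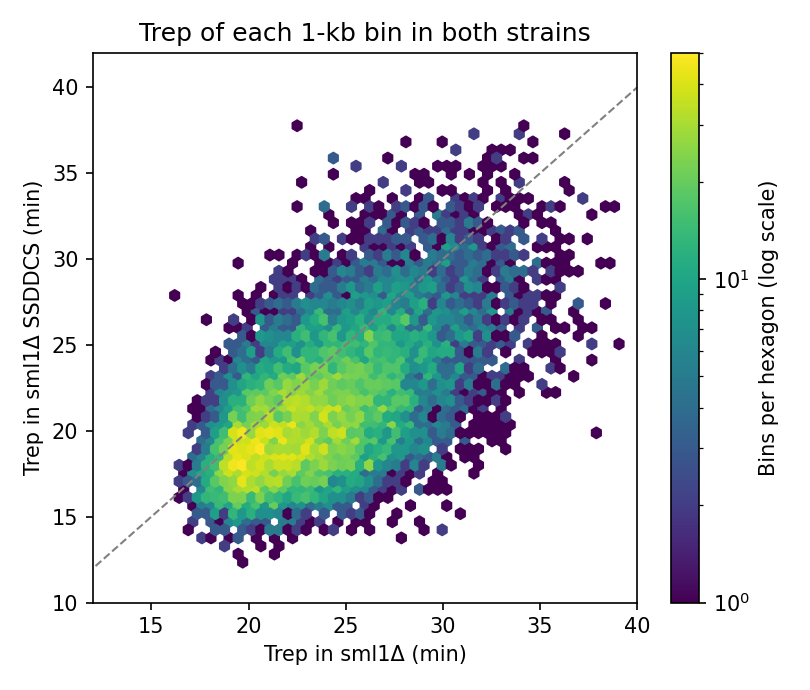
Trep of 1-kb bins in sml1Δ (x axis, min) against SSDDCS (y axis, min), with the number of bins per hexagon on a logarithmic colour scale and a dashed line where both are equal; 1 bin lies outside the axes. Of the bins, 76.6% lie below the line, where SSDDCS is earlier.

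The range of replication times was similar in the strains. The 10th to 90th percentile range of Trep was 9.76 min in sml1Δ (9.03 to 10.4) and 9.96 min in SSDDCS (9.34 to 10.5). The difference between the ranges was 0.206 min, and its interval from -0.299 to 0.742 min includes 0. Averaging the ratios over 5 bins before the fit, gave 9.18 min in sml1Δ and 8.61 min in SSDDCS. A scale fitted per bin gave 8.92 and 9.55 min, so the order of the strains depended on the processing.

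Across bins, the Trep values of the strains were only partly correlated. The Spearman rho of Trep across bins was 0.565 and Pearson's r was 0.595, and bins are not independent replicates. Noise in single bins lowers both values. The error of one Trep from neighbouring bins was 1.22 min in sml1Δ and 2.06 min in SSDDCS. How far the order of replication itself differed was not tested. Bins that replicated late in sml1Δ were advanced more. The slope of the Trep difference on the control Trep was -0.378 min per min, with an interval from -0.435 to -0.334. Noise in the control Trep makes such a slope negative, and the simulation with no change between strains gave -0.122. The slope was -0.284 when the control Trep came from bins 2 to 4 kb away and -0.191 when a scale was fitted per bin to remove the noise of the G1 library.

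Origins of replication showed the same ordering. Of 352 annotated nuclear origins, 324 lay in a bin with a Trep in both strains, and 282 of these were earlier in SSDDCS and 42 later. In the earliest quintile by sml1Δ Trep (65 origins) the median Trep was 18.8 min in sml1Δ and 17.6 min in SSDDCS, and the median difference was -0.949 min (-1.48 to -0.332). In the second quintile (65 origins) the difference was -2.16 min (-3.28 to -1.43), and in the third (65 origins) it was -3.08 min (-3.88 to -2.49). In the fourth (65 origins) it was -4.39 min (-5.23 to -3.34). In the latest quintile (64 origins) the median Trep was 26.1 min in sml1Δ and 19.8 min in SSDDCS, and the difference was -6.38 min (-7.64 to -5.22). Of these 64 origins, 63 were earlier in SSDDCS, against 45 of 65 in the earliest quintile. Ranking on a noisy control Trep gives part of this ordering. The simulation with no change between strains gave a difference of 1.25 min in the earliest quintile and -0.368 min in the latest.

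**Figure D3:**
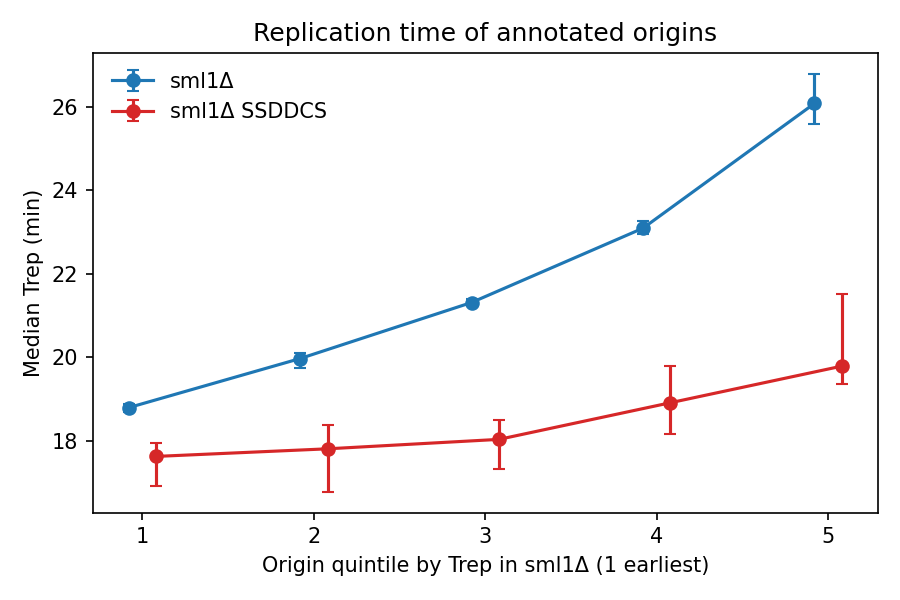
Median Trep in min (y axis) of annotated origins in quintiles by their Trep in sml1Δ (x axis), for sml1Δ (blue) and SSDDCS (red); bars are 95% intervals from resampling chromosomes. The medians span 18.8 to 26.1 min in sml1Δ and 17.6 to 19.8 min in SSDDCS.

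In SSDDCS the median Trep of the first 3 quintiles was 17.6, 17.8 and 18.0 min, with intervals that overlapped. The medians of the 2 latest quintiles were 18.9 and 19.8 min in SSDDCS, which is in the range of the first 2 quintiles of sml1Δ, at 18.8 and 20.0 min. The first quintile varied with the choice of origins and with the fit. Its difference was -1.89 min when origins were ranked on the 5, 15, 25, 35, 45 and 60 min libraries and compared on the others. Ranked on the 10, 20, 30, 40 and 50 min libraries it was -1.41 min. With only origins near a local minimum it was -1.07 min. These last 2 values lay within its interval. With a scale fitted per bin the first quintile differed by -2.42 min. With the sml1Δ bulk factors in both strains it changed sign, to 1.78 min, while the latest quintile stayed at -3.86 min.

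Centromeres and chromosome ends were compared because their replication times differ in the control. The 16 bins that hold a centromere had a median Trep of 19.9 min in sml1Δ and 20.6 min in SSDDCS. Their median difference was 0.151 min, with an interval from -0.225 to 1.04 min that includes 0, and 7 centromeres were earlier and 9 later. Random sets of 16 other bins with the same sml1Δ Trep had a median difference of -1.07 min, and 95.1% of the 10000 sets lay at or below the centromeres. The central 95% of the sets, from -2.34 to 0.380 min, contains the value of the centromeres. The sign of the centromere difference changed to -0.701 min with a scale fitted per bin.

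The 1193 telomere-proximal bins had a median Trep of 24.6 min in sml1Δ and 19.6 min in SSDDCS. Their median difference was -4.62 min (-5.42 to -3.73), and 89.9% of them were earlier in SSDDCS. Bins farther from the ends differed by -2.12 min. Matched random sets of internal bins had a median difference of -2.48 min, and the lowest of the 10000 sets was at -3.05 min. The sets were of scattered bins, whereas telomere-proximal bins are neighbours and not independent. The spread of the sets is therefore too narrow to tell how unusual the telomere-proximal value is. In SSDDCS the interval of the telomere-proximal Trep (19.3 to 20.0 min) lay within that of the centromeres (18.8 to 21.5 min).

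A smaller part of the genome replicated later in SSDDCS. There were 44 regions on 15 chromosomes with a smoothed Trep later by at least 1 min, with a total length of 544 kb, or 4.81% of the bins. Of their bins, 45.2% lay within 10 kb of a local maximum of the sml1Δ profile, the zones where forks from neighbouring origins meet. Regions shifted at random along the chromosomes gave a median of 38.2% and a central 95% from 27.8 to 48.7%, so the position of the regions did not stand apart from chance by this measure. Of the same bins, 60.7% lay within 10 kb of a local maximum of the SSDDCS profile, above the central 95% of the shifted regions, from 33.3 to 53.7%. The regions were selected for a late Trep in SSDDCS, which favours positions near such maxima.

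The longest region was 46 kb on chromosome X, from 550001 to 596000, over 28 annotated genes from MNN14 to JSN1. Its mean difference was 2.55 ± 0.215 min (SE from the fits). The second was 34 kb on chromosome VII, from 438001 to 472000 (18 genes, RPL30 to PDR1), with a mean difference of 1.82 ± 0.226 min. The third was 31 kb on chromosome II, from 266001 to 297000 (18 genes), at 3.90 ± 0.274 min. The fourth was 26 kb on chromosome XII, from 166001 to 192000 (18 genes, PAM18 to UBR2), at 5.25 ± 0.341 min, where the smoothed difference reached 8.93 min. The fifth was 25 kb on chromosome IV, from 1177001 to 1202000 (13 genes), at 1.66 ± 0.283 min. With a scale fitted per bin the means of these 5 regions stayed positive, between 1.86 and 6.33 min. The nearest annotated origin with a bin in the tables lay 10 kb or more from each of them.

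Trep rose more steeply with distance from origins in SSDDCS. Around 165 origins in sml1Δ the median gradient was 0.190 min per kb (0.177 to 0.200), and around 170 origins in SSDDCS it was 0.283 min per kb (0.262 to 0.296). Over the origins near a local minimum in both strains the gradients were 0.190 and 0.285 min per kb. The bulk scaling moved this result most, to 0.238 min per kb in SSDDCS with the sml1Δ factors, which is still outside the interval of sml1Δ.

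On chromosome VIII, 13 annotated origins had a Trep in both strains. Of these, 12 were earlier in SSDDCS and 1 later, with a median difference of -4.43 min, and 9 were earlier beyond the 95% limits of the fit SE. By the larger error from neighbouring bins, 2.46 min, fewer were: ARS807, ARS809, ARS810, ARS813 and ARS822. ARS810, at 212720 to 213185 in the CUP1 repeat, had a Trep of 31.0 ± 0.982 min in sml1Δ and 19.3 ± 1.36 min in SSDDCS, a difference of -11.7 ± 1.68 min. It lay near a local minimum of the profile in SSDDCS and not in sml1Δ. ARS813 (245773 to 245847, intergenic) differed by -7.12 ± 1.32 min and ARS809 (168549 to 168723, in YHI9) by -7.06 ± 1.19 min. ARS820 (447714 to 447795, intergenic), which was early in sml1Δ at 19.3 min, differed by -4.43 ± 1.02 min. The one later origin, ARS815 (297060 to 297179, intergenic), differed by 3.03 ± 1.77 min, which is within its 95% limits, and changed sign when neighbouring bins were averaged. The centromere of chromosome VIII (105586 to 105703) had a Trep of 21.7 ± 0.577 min in sml1Δ and 21.6 ± 0.948 min in SSDDCS.

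**Figure D4:**
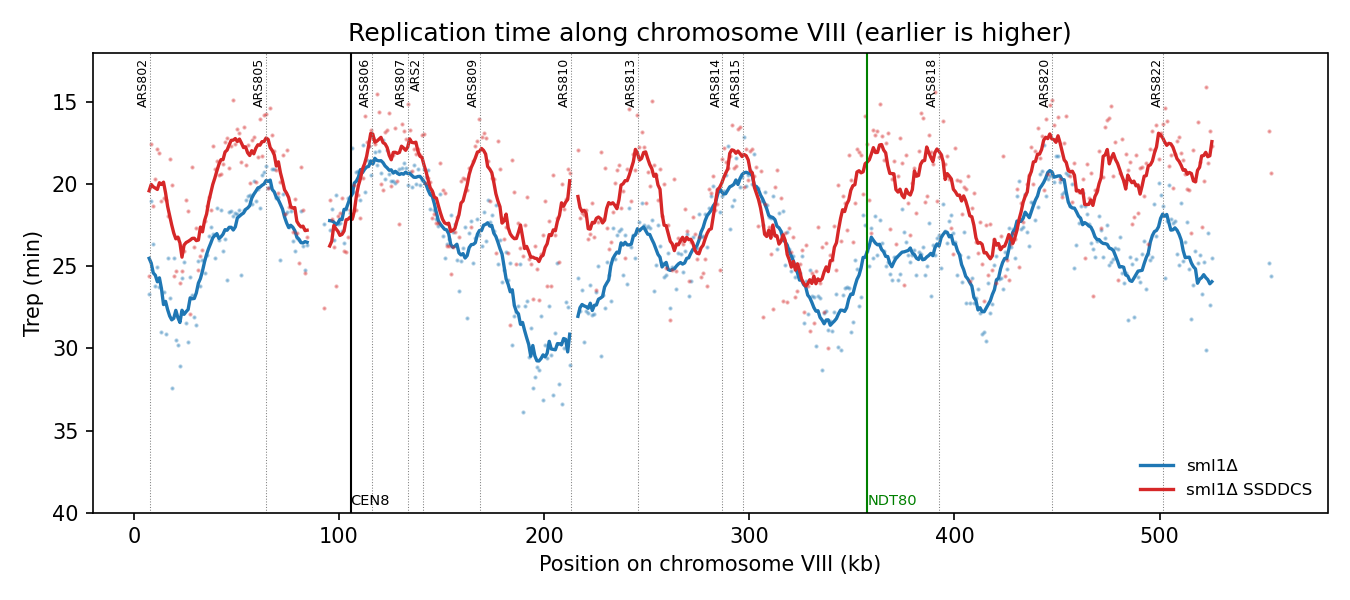
Trep in min (y axis, earlier at the top) along chromosome VIII (x axis, kb) in sml1Δ (blue) and SSDDCS (red); dots are 1-kb bins, lines are moving averages over 9 bins, dotted lines are annotated origins, the black line is the centromere and the green line is NDT80. Of the 13 origins, 12 are earlier in SSDDCS, and at the centromere the Trep is 21.7 and 21.6 min.

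Across the genome, the largest advance among 301 origins with a fit SE of at most 2 min in both strains was at ARS610 on chromosome VI (269417 to 270035, overlapping the subtelomeric open reading frame YFR057W). Its Trep was 37.5 ± 1.20 min in sml1Δ and 24.9 ± 1.98 min in SSDDCS, a difference of -12.5 ± 2.32 min. ARS433 on chromosome IV (1240882 to 1241110, intergenic) followed with -12.2 ± 1.42 min, then ARS810. ARS1102 on chromosome XI (7528 to 8309, overlapping MCH2) differed by -10.5 ± 2.22 min, and ARS1516 on chromosome XV (566410 to 566643, intergenic) by -10.5 ± 1.51 min. With a scale fitted per bin these 5 differences lay between -14.7 and -6.60 min.

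Of the genes whose expression the study followed, those that could be measured had an earlier Trep in SSDDCS. NDT80 (YHR124W, chromosome VIII, 356561 to 358444, plus strand) covers 3 bins and had a mean Trep of 23.8 ± 0.468 min in sml1Δ and 18.1 ± 0.650 min in SSDDCS, a difference of -5.74 ± 0.801 min. IME2 (YJL106W, chromosome X, 221390 to 223327, plus strand) also covers 3 bins and differed by -2.99 ± 0.542 min, from 21.4 to 18.5 min. That is close to the genome-wide median difference of -2.38 min. The SEs of both genes come from the fits and do not hold the noise of the shared G1 library. With the sml1Δ bulk factors in both strains the difference was -3.04 min at NDT80 and -0.591 min at IME2. The size of these advances therefore depends on the bulk factors, most of all at IME2. THI12 (YNL332W, chromosome XIV, 14832 to 15854) lies in 2 bins, neither of which had a Trep here.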

Values the study reported

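The study reported that in the SSDDCS strain at least 60% of all origins fired at the very start of S-phase. For centromeres it gave a p-value of 0.9578 for the difference between the strains, from a Welch test.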

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

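The test of the position of this bin was chosen after its values were seen. One bin stood apart outside the comparisons above, since its fits had SEs above the limit of 5 min in both strains. The bin lies on chromosome XII, from 459001 to 460000, and overlaps the 5S ribosomal RNA gene RDN5-1. In sml1Δ its mean ratio over the last 3 time points (45, 50 and 60 min) was 3.62, above the 2 copies that one round of replication can give. The median over bins was 1.98 with a robust SD of 0.0801. Its ratio was 2.57 at 40 min, 3.50 at 45 min, 4.11 at 50 min and 3.24 at 60 min. In SSDDCS the same bin had a ratio of 2.11 at 40 min and a mean ratio of 1.496 over the last 3 time points. The next bin, from 460001 to 461000, had nearly the same ratios in sml1Δ up to 40 min, where it reached 2.53. It had no values in sml1Δ after that and none in SSDDCS, so it was not part of this comparison.

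Technical explanations come first for such a bin. All 1000 bases of it lie inside the annotated array of ribosomal RNA genes, which is repeated many times in the genome, so reads shared between rDNA repeats could have entered the ratio. That position alone does not decide the matter, because shared reads would enter the G1 library as well, and the authors kept uniquely mapped reads. A low count in the G1 library does not explain the rise, because the ratio over the same denominator was 1.14 at 5 min and 1.94 at 35 min. The strains differ in this bin, but with 1 library per time point no biological explanation was tested.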

How the results depend on the processing

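The alternatives were fixed before the data were examined, except 6 that were chosen after: the sml1Δ bulk factors for both strains, the same factors for SSDDCS from 35 min on, regression on GC content, a scale fitted per bin and strain, control Trep from bins 2 to 4 kb away, and origins that qualify in both strains. No paired analysis was possible because each strain and time point had 1 sample. Values with no test are called changed here when they left the 95% interval of the main value (a count, when it moved by more than 1.5 times). Over 349 values of the main results under alternatives, 277 stayed within those limits and 72 changed. Many of the changed values are shares of bins, whose Wilson intervals are narrow because they treat neighbouring bins as independent. The share of earlier bins changed in 11 of 23 values. The shares beyond the 95% limits changed in 11 of 21 (earlier) and 12 of 21 (later).

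The latest origin quintile was advanced more than the earliest under all 26 alternatives that gave both, the slope of the difference on control Trep was negative under all 25, and the gradient around origins was steeper in SSDDCS under all 24. The simulation with no change between strains gave the same signs. Its slope was -0.122, its earliest and latest quintiles differed by 1.25 and -0.368 min, and its gradients were 0.194 (sml1Δ noise) and 0.218 min per kb (SSDDCS noise). These signs alone therefore do not show a difference between the strains. The median Trep difference was negative under 22 of 23, and the exception was centring each strain on its own median, which removes that difference by design.

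The bulk scaling changed the most. With the sml1Δ factors for both strains the difference in bulk time was -0.296 min and the median Trep difference to -0.206 min. The share of earlier bins was 52.4%, the shares beyond the 95% limits of the fit SE were 23.9% earlier and 18.6% later, and 168 regions were later. The earliest and latest origin quintiles differed by 1.78 and -3.86 min, centromeres by 2.18 min and telomere-proximal bins by -2.47 min. The range in SSDDCS was 8.99 min and its gradient 0.238 min per kb. These changes show that the size of the genome-wide advance, and the sign at early origins, rest on the flow cytometry. Centring each strain on its median gave a median difference of 0.214 min, 47.5% earlier bins, 1.65 and -3.79 min for the earliest and latest quintiles, 2.75 min for centromeres and -2.03 min for telomere-proximal bins.

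A scale fitted per bin and strain, which removes noise of the G1 library, gave 85.2% earlier bins, 59.0% earlier and 3.82% later beyond the 95% limits, 28 later regions, a slope of -0.191, a first quintile of -2.42 min, centromeres at -0.701 min, a range of 8.92 min in sml1Δ and a gradient of 0.175 min per kb in sml1Δ. In simulations with this noise it lowered the SD of the error of one Trep from 1.29 to 0.772 min in sml1Δ and from 1.84 to 0.864 min in SSDDCS. With ratios averaged over 5 bins, 84.5% of bins were earlier, 64.8% and 4.07% were earlier and later beyond the 95% limits, the slope was -0.294 and the range in SSDDCS was 8.61 min. The slope was -0.284 on control Trep from bins 2 to 4 kb away. It was -0.278 when bins were ranked on the 5, 15, 25, 35, 45 and 60 min libraries, where the first quintile differed by -1.89 min. Ranked on the 10, 20, 30, 40 and 50 min libraries, the slope was -0.365 and the first quintile differed by -1.41 min. Those 2 values lay within the main intervals.

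A free upper asymptote gave 82.0% earlier bins, 3.17% later beyond the 95% limits, a slope of -0.327, a first quintile of -1.51 min, centromeres at -0.455 min and a range of 9.28 min in SSDDCS. Linear interpolation gave 82.2% earlier bins, a slope of -0.302, a first quintile of -1.53 min and centromeres at -0.325 min. The sign of the centromere difference thus depended on the fit. With the main fit it also changed, to -0.0730 min without the 10 min library and to -0.0375 min after regression on GC content. These 2 values lay within the main interval. The cause was not tested. With G1 as a point at 0 min, 48.8% and 6.26% of bins were earlier and later beyond the 95% limits. At a fit SE of at most 2 min, 77.6% of bins were earlier, and 48.6% beyond the limits. Rescaled medians gave 5.16% later beyond the limits. Without the limit of 1 min there were 102 later regions, and over 0 to 10 kb the gradient in SSDDCS was 0.304 min per kb. The cause of these changes was not tested.

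Across the 11 fits that each left out one time point, the median difference ran from -2.44 to -2.33 min and the share of earlier bins from 73.9% to 77.6%. The shares beyond the 95% limits ran from 40.3% to 48.6% (earlier) and from 4.69% to 5.75% (later), and the slope from -0.469 to -0.341. The gradients ran from 0.188 to 0.207 min per kb in sml1Δ and from 0.254 to 0.309 min per kb in SSDDCS. The first origin quintile ran from -1.16 to -0.558 min and the centromere difference from -0.0730 to 0.814 min. Both ranges lay within the main intervals.

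Of 122 values for quintiles 2 to 4 and the strain medians, 14 changed, 8 upward and 6 downward. Of 439 values for named loci, 55 moved by more than their combined SE, 42 upward and 13 downward. The sign changed for 5 named loci in 11 values: ARS802, ARS806, ARS814, ARS815 and the centromere of chromosome VIII. ARS815 changed to -0.987 min with averaged ratios and to -1.68 min with a scale per bin. The depth of the libraries is unknown, and the noise per bin limits what can be said of a single bin to differences of several minutes.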

Other observations

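The tests in this part were chosen after the data had been examined. The test of the noisier libraries and the random sets of genes were chosen after their own results were seen, and the other tests before theirs. The genome-wide advance was weighed against 2 technical explanations. The first was a difference in the bulk factors alone. At 1 of 4 time points (10, 15, 20 and 25 min) the sml1Δ factor placed SSDDCS bins outside 1 to 2 copies, which goes against it. However, the same rule also excluded the sml1Δ factor in its own strain at 1 of these time points, so the test cannot decide, and the size of the advance cannot be told apart from an offset in the flow cytometry. The contrast between bins does not depend on these factors, and its weighted mean time was 24.4 min in SSDDCS against 27.1 min in sml1Δ. With the sml1Δ factors in both strains the latest origin quintile still differed by -3.86 min. The factors alone therefore do not account for every part of the change. The second explanation was GC content. Across bins it was not related to the Trep difference, with a Spearman rho of -0.00386. Such a correlation cannot test an offset that is common to all bins. The ratios of single libraries were related to GC content to differing degrees, most in SSDDCS at 50 min, with a rho of 0.302.

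The larger advance of late regions was tested in 4 ways. The slope of the Trep difference on control Trep was -0.378. It was -0.284 on the control Trep of bins 2 to 4 kb away, -0.433 with the sml1Δ bulk factors in both strains, -0.382 after regression of the ratios on GC content and -0.191 with a scale fitted per bin. In simulations with no change between strains it was -0.122, and -0.0501 with a scale per bin. Noise of the shared G1 library may thus account for part of the slope, and none of these tests removed it. A hypothesis is that late regions gain more from the extra initiation factors.

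The 44 regions later in SSDDCS were compared with simulations in which no bin was later. Of 100 simulations with the noise of the fits, 0 gave as many regions, and the highest had 5. With an error of 2.25 min that includes the G1 library, 0 of 100 gave as many, with a median of 11 and a highest of 24. This error was below the 2.46 min from neighbouring bins, so noise may give more regions than these simulations did. These simulations kept the genome-wide advance. A simulation with no difference between the strains at all, and so with no advance, gave 90 regions from noise; without the advance more bins pass the limit, so this number is not comparable with the 44. With a scale fitted per bin the simulation without a difference gave 4 regions, against 28 in the real data. The total length of the regions was 549 kb with a scale per bin and 544 kb without. With a median of 11 from noise, some of the 44 regions may be noise. With the sml1Δ factors from 35 min on, 93.4% of the bins of these regions stayed in a region, and with a scale fitted per bin 57.4% did. The 5 longest regions kept between 67.6% and 96.8% of their bins in a region with a scale per bin, so their later Trep was found with both fits. Why they were later was not tested.

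Copy number rose over a longer time per bin in SSDDCS. The median width of the sigmoid was 4.67 min in sml1Δ and 5.74 min in SSDDCS, and the sigmoid was broader in SSDDCS in 70.7% of bins. In the median bin a ratio of 1.9 was reached at nearly the same time in both strains, with a difference of -0.0518 min, but this depends on the bulk factors. When SSDDCS was given the sml1Δ factors moved earlier by the median Trep difference, the difference in width fell from 1.07 to 0.283 min, and the difference in the time of a ratio of 1.9 became -1.59 min. Most of the difference in width therefore depends on the shape of the bulk factors, and the rest was in the same direction.

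The steeper gradient around origins was weighed against 2 explanations. Over 117 origins that qualified in both strains the gradients still differed by 0.0948 min per kb. One profile simulated with the noise of each strain gave a difference of 0.0238 min per kb, so noisier SSDDCS libraries may account for a part. The gradient is not a fork speed, since it averages over cells in which an origin fired and cells in which it was passively replicated. Slower forks, or more uniform firing of origins in SSDDCS, could each give a steeper gradient, and these data do not separate them.

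The genes that encode the 6 over-expressed factors were examined because the SSDDCS strain carries further copies of them. At these genes the Trep difference exceeded that of their flanks (3 to 10 kb away) by a median of 2.55 min, and it did so at 6 of 6 genes, from 1.41 min at SLD7 to 5.49 min at SLD2. Sets of 6 other genes, drawn 10000 times from 6161 genes, had a central 95% from -1.78 to 1.82 min, and 99.6% of them lay at or below 2.55 min. The size of the excess does not show whether reads from the integrated copies gave this pattern. Reads from integration sites that replicate later than the endogenous genes would make the genes later. By the genotype in the labels the site was later in SSDDCS than the gene for 3 of 6 genes (SLD3, DBF4 and SLD7). The flanks of TRP1, the site for SLD2 and DPB11, had a mean Trep of 18.7 min, against 26.5 min at SLD2 and 31.6 min at DPB11. The bin of ARS1, next to TRP1, had a Trep of 22.4 min in SSDDCS, later than the flanks of SLD2 at 21.3 min. Some delay of SLD2 by such reads is therefore not excluded. Neither TRP1 value reaches the Trep of SLD2 or DPB11, so the largest excess, at SLD2, is left without a full explanation. With a scale fitted per bin the excess was above 0 at 5 of 6 genes, with 2.59 min at DBF4 and 2.52 min at SLD2, and its median was 0.666 min, at the 88.5th percentile of the random sets, so the pattern cannot be told apart from a constant offset against the G1 library. Reads from the integrated copies were not identified directly.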
